A study of Homo sapiens with 9 samples. Its data were reported in "Multiscale footprints reveal the organization of cis-regulatory elements" (2025).

How the data were processed

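The data are the RNA part of a SHARE-seq experiment on human bone marrow mononuclear cells (BMMCs), the cells of the marrow with a single round nucleus, which span stem cells, progenitors, erythroid precursors, B cells, T cells, NK cells and monocytes. SHARE-seq labels the accessible DNA and the RNA of the same fixed cell through successive rounds of barcode ligation, so a barcode combination stands for a cell. According to the study's methods, frozen BMMCs were thawed, depleted of neutrophils and fixed, and a poly(A) tail was added to RNA enzymatically before reverse transcription. RNA without a poly(A) tail of its own can therefore be primed, and structural RNA enters the libraries. The 9 libraries form 1 group, BMMC. Replicate 1 has the prefix T124 in its title and replicates 2 to 9 have the prefix T128. What the prefixes stand for is not stated in the labels, and they were treated as a possible batch. Several donors contributed marrow, and the deposited table of barcodes gives the prefix and a library index of a barcode but no donor. The indices of the T128 libraries were paired with replicates 2 to 9 in the order of their numbers, so which T128 library carries which replicate number is assumed. The unit of replication was therefore the library, and the spread between libraries given throughout is not a spread between donors.

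The authors aligned the reads to hg38 with the SHARE-seqV2 pipeline and deposited 1 matrix of raw UMI counts per gene and barcode. A UMI is a molecular tag that lets copies of 1 molecule be counted once. The gene annotation, the counting version and any filter on RNA barcodes are not given in the sources used here. The deposited counts were whole numbers, and their sum over genes equalled the deposited total count of every barcode. The matrix had 42319 gene names and 2156469 barcodes, all of which mapped to 1 of the 9 libraries. Positions were taken from GENCODE annotation of hg38 by gene name. Of the 42319 names, 29276 (69.2%) matched 1 gene there, and the others are given without a position.

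A gene name was put in the structural class if it was mitochondrial, ribosomal RNA, spliceosomal, nucleolar, 7SL, 7SK, Y or vault RNA by its prefix, which held for 1815 names. A barcode was used if it had at least 300 UMIs outside this class. This minimum was chosen after the depth of the barcodes had been seen. It kept 654920 barcodes, 30.4% of all. No doublet caller was run, because the total depth per barcode was low and the sources used here do not say whether doublets had been removed. An alternative that left out the 2% of barcodes with most UMIs in each library and class served as a guard.

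No annotation of cell types was used here, so barcodes were clustered. To keep the genes that define a class apart from the genes tested between classes, the genes were split at random with a fixed seed. Clustering used 20336 genes, into which the cell type markers were forced, except GATA1, GATA2, TAL1, KLF1, HBB, HBA1, HBA2 and EBF1, which were kept for testing. The other 21983 names, of which 20168 lay outside the structural class, were only tested. Every gene fixed in advance and every globin gene was among these. The T124 library, with the largest median depth, was clustered first. Counts above 3 per gene and barcode were set to 3, barcodes were scaled to 200 UMIs of clustering genes and log-transformed, and 1500 variable genes (scanpy 1.11.5) were reduced to 20 components of their correlation matrix. Leiden clustering (leidenalg 0.10.2, igraph 0.11.9) ran at resolution 1.0 on a graph of 20 shared nearest neighbours (scikit-learn 1.9.0). Clusters nearest to stem cells and early erythroid cells were pooled and clustered again with 1000 genes, 4 components and a resolution of 0.5. Clusters under 100 barcodes were dropped. Barcodes of the T128 libraries were assigned to the T124 clusters by a multinomial likelihood over clustering genes. Each cluster profile was rescaled to the mean of the library and mixed with that mean at a weight of 0.6, and a barcode entered a class at a posterior of at least 0.9.

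Clusters were named only from marker lists fixed before the data were examined. A name needed at least 3 markers with a log2 ratio of at least 1 against the other clusters, a mean log2 ratio of at least 1.0 over its markers, a lead of 0.3 over any other name with as many markers, and no more markers of another name than of its own among the 10 genes with the largest ratio. For clusters of the second pass, the other clusters were those outside their pool only. HSC/MPP-like and early erythroid-like names therefore did not rest on a comparison with each other. Several settings of the clustering were tried and chosen with the clusters and the levels of the fixed genes in view. These were the scaling of the components, the resolution, the second pass, the mean ratio (first set at 1.5) and the mixing weight (first set at 0.3). The earlier values of the last pair were kept as alternatives. The limit on the leading genes was lifted at one point and restored, so the fit of the late erythroid-like class joined with cluster 8 had been seen before that class was settled.

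Raw UMI counts were summed per library and class. Classes were compared with edgeR's quasi-likelihood F-test (edgeR 4.0.16, R 4.3.3) on the sums of the 2 classes concerned, with the library as a block because both sums come from the same marrow suspension. The fits used TMM factors, filterByExpr, library sizes over all genes and a minimum of 20 barcodes per sum. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. Standard errors of log2 fold changes were taken as the absolute fold change over the root of F. Of 7 comparisons planned before the data were examined, 3 were made. The other 4 involved megakaryocyte-erythroid or common lymphoid progenitors (MEP and CLP), for which no cluster was named. Another 3 were added after the clusters had been seen, to bridge those gaps: early erythroid-like against HSC/MPP-like (haematopoietic stem cell and multipotent progenitor), pro/pre-B-like against HSC/MPP-like, and cluster 8 against early erythroid-like. The share of haemoglobin UMIs was compared with a two-sided exact sign-flip permutation test over libraries, with 0.00391 as the smallest p that 9 libraries can give and 0.00781 for 8. Of 8 haemoglobin genes planned for it, 6 were found by name and used, namely HBA1, HBA2, HBB, HBD, HBG1 and HBZ. The share holds no other member. HBM was outside the planned list and was tested as a single gene.

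The genes named were fixed by rule. They are 15 genes fixed before the data were examined, the haemoglobin genes, and for each comparison the 3 called genes with the largest rise and the 3 with the largest fall among those with a mean of at least 50 CPM (counts scaled to a library total of 1e+06) in the higher class and the same direction in every library. Some of the 15 are named in the study's text, not all of them along a trajectory, and GATA2, TAL1, JUND, EBF1 and PAX5 were added as members of the factor families or for the B lineage. Mitochondrial, ribosomal protein, HLA, immunoglobulin and T cell receptor variable, XIST, TSIX and Y chromosome genes were left out of this choice. Directions in single libraries were counted throughout on CPM over all genes, without TMM factors. For small changes they can differ from the sign of the fold change. In CD14 monocyte-like against early erythroid-like barcodes, EBF1 had a log2 fold change of 0.26 but a lower CPM in 8 of 9 libraries. The method was tested on simulated counts with 200 genes changed. For each comparison the counts were drawn from a single profile pooled over both classes and all libraries, with the same fixed dispersion for all genes. Apart from the changed genes and random scatter, the simulated sums differed in depth only, without differences between T124 and T128. Recovery and false calls in the real data may therefore be worse. Of the genes changed by a known 4-fold, edgeR recovered 87% for late against early erythroid-like, 96% for naive B-like against pro/pre-B-like, 95% for CD14 monocyte-like against early erythroid-like, 91% for early erythroid-like and 95% for pro/pre-B-like against HSC/MPP-like, and 92% for cluster 8 against early erythroid-like. At most 3 unchanged genes were called in any of these. Each simulation ran on between 8482 and 10922 genes. The count of calls was also compared with that of other labellings, in which the 2 class labels were exchanged within libraries. Of 256 possible labellings, 30 were drawn with a fixed seed for each comparison, the real one included.

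The alternatives planned were RLE factors, a DESeq2 Wald test (DESeq2 1.42.0), no filter on low counts, no block, no minimum fold change, a minimum of 50 barcodes, leaving out the shallowest 25% of barcodes, leaving out haemoglobin genes from library sizes, and leaving out each library in turn. Added after the data had been seen were the T128 libraries summed to 1 sample, the lower mixing weight of 0.3, a posterior of 0.99, leaving out the deepest 2% of barcodes, the stricter naming at 1.5, cluster 8 joined to the late erythroid-like class, and haemoglobin shares of UMIs outside structural RNA. Sequence matches used BLAST+ 2.17.0. Intervals of odds ratios are at 95%, and intervals and floors cover counting error only.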

Results

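RNA was measured by SHARE-seq in 9 libraries of human bone marrow mononuclear cells, which form 1 group. Replicate 1 (title prefix T124) held 82070 barcodes and 143583699 UMIs, with a median of 1403 UMIs per barcode. Replicates 2 to 9 (title prefix T128) held between 194875 and 334511 barcodes each, with 127980092 to 213446350 UMIs per library and a median of 273 to 534 UMIs per barcode. Structural RNA took 34.6% of the UMIs in the T124 library and 59.3% to 68.9% in the T128 libraries. After the minimum of 300 UMIs outside structural RNA, 654920 of 2156469 barcodes were used, and the median depth of the barcodes used lay between 1245 and 1530 UMIs in each of the 9 libraries. The T124 library kept 73175 of its barcodes (89.2%), whereas the T128 libraries kept 24.4% to 32.6%.

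**Figure D1:**
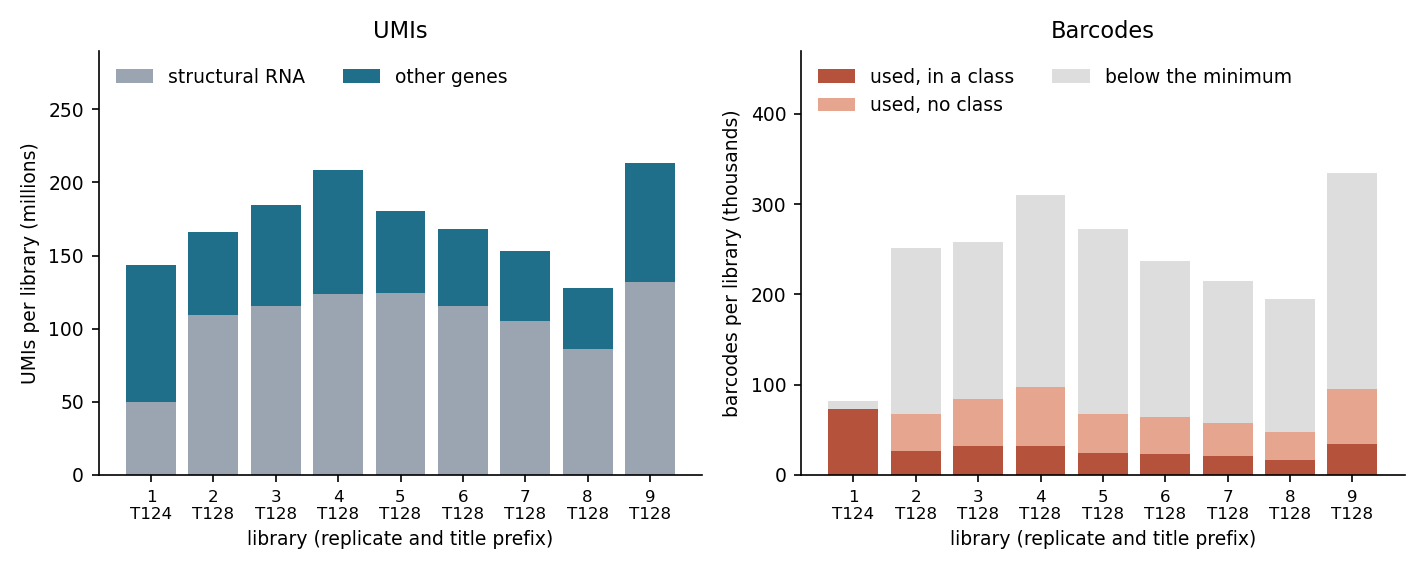
Depth of the 9 libraries. Left, UMIs per library, split into structural RNA and other genes; right, barcodes per library, split into those used and in a class or numbered cluster, those used without a class and those below the minimum. Each bar is 1 library. Structural RNA takes 34.6% of the UMIs in the T124 library and 59.3% to 68.9% in the T128 libraries.

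Clustering of the T124 library gave 21 clusters, of which 15 were named from markers fixed in advance and fell into 12 classes. The classes were CD4 T-like, NK-like, naive B-like, pro/pre-B-like, plasma B-like, pDC-like (plasmacytoid dendritic cell), CD14 monocyte-like, CD16 monocyte-like, CMP-like (common myeloid progenitor), HSC/MPP-like, early erythroid-like and late erythroid-like. The other 6 clusters kept a number only. Among them was cluster 8, led by CA2, CA1, HEMGN, CR1L and SPTB, in which 4 late erythroid markers and 3 early erythroid markers were raised. A marker of early but none of late erythroid cells was among its 10 leading genes, so it was kept apart from both erythroid classes. No cluster was named MEP or CLP. Of the MEP markers, GATA1, GATA2 and TAL1 were kept for testing, which left ITGA2B, PLEK and CD34. All of these had to be raised to reach the minimum of 3 markers. The missing name therefore does not show that MEP were absent. Of the 654920 barcodes used, 284048 (43.4%) entered a class or numbered cluster. This share was 99.9% in the T124 library, where clusters were made, and 33.1% to 38.7% in the T128 libraries, where barcodes had to be assigned.

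The names were checked against the level of each marker. Of 71 listings of a marker under a class, 61 were highest in the class they were listed for among the 12 named classes, with the numbered clusters left out, and of the 7 whose gene had no part in the clustering this held for 5. The other 64 listings, of which 56 were highest in their own class, used genes that entered the clustering and the naming. Their result in part restates how the classes were made. The T128 libraries alone, sums over all libraries and leaving out the shallowest 25% of barcodes all gave 61 of the 71. The exceptions were CD4, highest in the pDC-like class, CD34 and GATA2 of the CMP list, highest in the HSC/MPP-like class, CSF3R of the same list, highest in CD14 monocyte-like barcodes, MLLT3, highest in the CMP-like class, TCL1A, highest in pro/pre-B-like barcodes, GZMB, highest in NK-like barcodes, and KLF1, TFRC and EPOR of the early erythroid list, which were highest in the late erythroid-like class. Cluster 8, outside this check, had 22.9 CPM of KLF1 and 35.7 CPM of GATA1, above the 19.2 CPM of KLF1 in the late and the 25.5 CPM of GATA1 in the early erythroid-like class.

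Of the barcodes in a class or numbered cluster, CD14 monocyte-like barcodes made up 14.3% ± 1.16 (SD, n = 9 libraries), naive B-like 12.9% ± 1.48, early erythroid-like 8.93% ± 0.688, pro/pre-B-like 8.34% ± 1.82, cluster 8 5.02% ± 0.633, HSC/MPP-like 1.54% ± 0.314 and late erythroid-like 1.058% ± 0.222. The T124 and T128 shares were not made in the same way, so no difference between them is drawn. For early erythroid-like barcodes the share was 8.98% in T124 and 8.93% ± 0.735 (SD, n = 8) in T128, for pro/pre-B-like 13.1% and 7.73% ± 0.296, for naive B-like 9.18% and 13.4% ± 0.495, and for cluster 8 4.17% and 5.12% ± 0.586. In percentage points the largest move among these shares came with the lower mixing weight, which took CD14 monocyte-like barcodes to 9.74%. In proportion it came with deep barcodes only, which took late erythroid-like barcodes to 0.362%. Among the classes compared, the smallest sum of counts belonged to the late erythroid-like class, with 2917 barcodes in all. Its shallowest library had 137 barcodes and 156555 UMIs, so that 3 counts there correspond to 19.2 CPM. In the early erythroid-like class, with 25102 barcodes, 3 counts correspond to 0.754 CPM in the shallowest library.

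The libraries were compared over sums of all barcodes. Across genes, which are not independent replicates, the Pearson correlation of log2(CPM + 1) had a median of 0.997 over the 28 pairs of T128 libraries and of 0.924 over the 8 pairs of T124 with a T128 library. Restricting the genes to a mean CPM of at least 10 moved the second value most, to 0.612. Counts differed between any pair by more than sampling noise. The chi-square per degree of freedom was 4.14 to 168 between T128 libraries and 1286 to 1660 between T124 and T128, against a median of 1.001 for counts drawn from 1 profile. Separate preparations of 1 pool would also exceed sampling noise, so these values do not show that the T128 libraries are separate samples. They were treated as 8 units here, and summing them to 1 sample was an alternative for the gene calls only.

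To follow erythroid differentiation, the share of UMIs from 6 haemoglobin genes was compared between the HSC/MPP-like class, early erythroid-like barcodes, cluster 8 and late erythroid-like barcodes. The share was 0.0153% ± 0.0153 (SD, n = 9) in the HSC/MPP-like class, 0.131% ± 0.123 in the early erythroid-like class, 0.624% ± 0.373 in cluster 8 and 0.746% ± 0.664 in the late erythroid-like class. Classes outside the erythroid lineage gave the background, which was 0.0144% ± 0.0147 in CD4 T-like, 0.0147% ± 0.0143 in NK-like and 0.0139% ± 0.0145 in naive B-like barcodes. The HSC/MPP-like value is at this background and is not read as expression. The early erythroid-like share exceeded that of the HSC/MPP-like class by 0.116 ± 0.108 percentage points, and the difference was positive in 9 of 9 libraries (two-sided exact sign-flip test, p = 0.00391, the smallest possible with n = 9). The late erythroid-like share exceeded the early one by 0.615 ± 0.542 points in 9 of 9 libraries, with the same exact p of 0.00391, and cluster 8 exceeded it by 0.493 ± 0.250 points, again in 9 of 9 with an exact p of 0.00391. Within the 8 T128 libraries these differences were 0.0799, 0.437 and 0.410 points, each in 8 of 8 libraries with an exact p of 0.00781, the smallest possible there. The sign-flip test takes the libraries as independent units, which parts of 1 pool would not be. The share was not tested with the T128 libraries summed to 1 sample. The difference between the late erythroid-like class and cluster 8 (0.123 ± 0.296 points, higher in 7 of 9 libraries, exact p = 0.184) was not detectable. This rests in part on replicate 7, without which the exact p was 0.0156 and the difference 0.155 points, while without replicate 1 it was 0.0272 points. The T124 library had the highest share in each of these classes, at 0.459% in early erythroid-like barcodes against 0.0901% ± 0.00671 (SD, n = 8) in T128. Of the alternatives tried, taking the share of UMIs outside structural RNA moved the late against early erythroid-like difference most, to 1.41 points, with the same direction in 9 of 9 libraries.

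**Figure D2:**
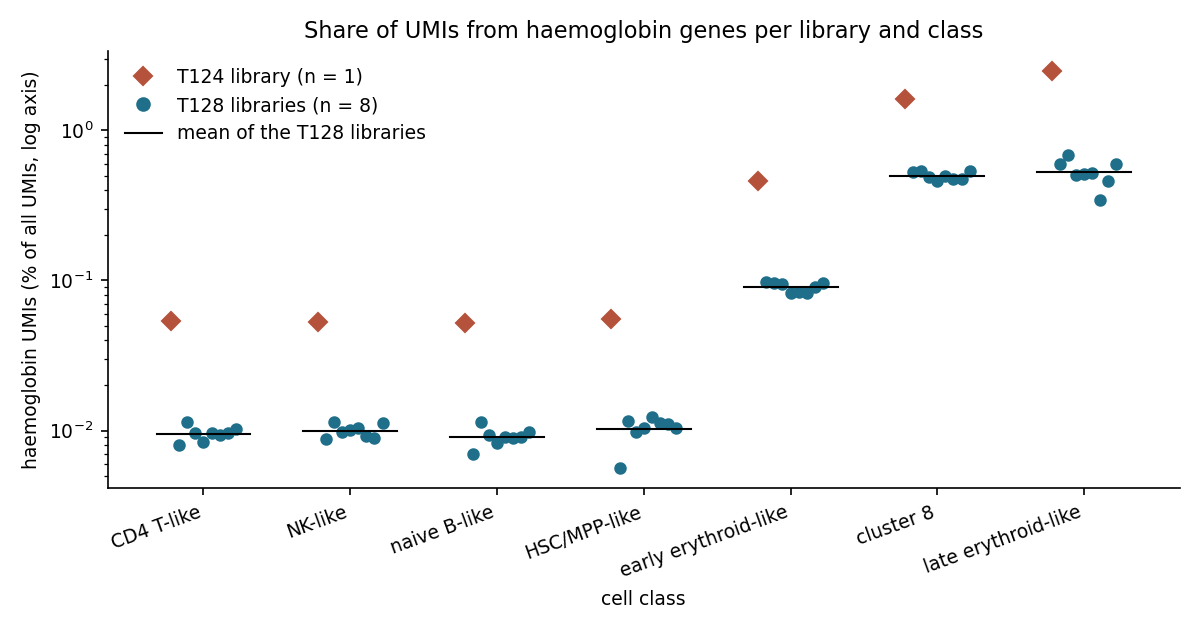
Share of UMIs from the haemoglobin genes in percent (log axis) by class. Each point is a library, with the T124 library as a diamond (n = 1) and the T128 libraries as circles (n = 8), and lines give the mean of the T128 libraries. That mean is 0.0103% in the HSC/MPP-like class, next to 0.00953% in CD4 T-like barcodes, 0.0901% in the early erythroid-like class and 0.527% in the late erythroid-like class.

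The gene calls of the 6 comparisons were then counted over the genes that took no part in the clustering. Early erythroid-like barcodes were set against the HSC/MPP-like class to find RNA that changes on entry to the erythroid lineage, a comparison added in place of the planned steps through MEP. Of 10603 genes tested, 858 were called by edgeR, 489 higher and 369 lower in the early erythroid-like class, and 485 of the 858 moved the same way in all 9 libraries. Of the calls, 7 belonged to structural RNA. The T128 libraries alone gave 586 calls, of which 550 were among the 858. Which direction held more calls depended on the setting. T128 alone gave 283 higher and 303 lower, DESeq2 gave 388 and 408, RLE factors 425 and 423, and the T128 libraries summed to 1 sample 388 and 479. The alternative that moved the count most was dropping the minimum fold change, with 1896 genes. Of the 15 genes fixed in advance, 8 were called, and 8 also when adjusted over the list alone. HBB (chromosome 11, 5225464 to 5229395, minus strand, protein-coding; hg38 for all positions) rose from 76.4 ± 71.9 CPM, at its background of 72.9 ± 69.2 CPM in CD4 T-like barcodes, to 804 ± 692 CPM (SD, n = 9), a log2 fold change of 3.48 ± 0.0934 (SE; edgeR adjusted p 4.73e-22). GATA1 (chromosome X, 48786540 to 48794311, plus strand) rose from 4.12 ± 3.75 to 25.5 ± 18.9 CPM, with a log2 fold change of 2.89 ± 0.309 (edgeR adjusted p 2.57e-08) and a background of 1.93 CPM in CD4 T-like barcodes. KLF1 rose by a log2 fold change of 2.28 ± 0.332, and without replicate 1 by 1.69 ± 0.348. Its level in the HSC/MPP-like class, 2.76 ± 1.58 CPM, was close to the 1.79 ± 0.655 CPM of CD4 T-like barcodes. The HSC/MPP-like levels of GATA1 and KLF1 lie within the range that 3 counts give there, 0.896 to 5.52 CPM. The size of these rises was therefore not resolved. GATA2 (−1.995 ± 0.266), FOS (−1.83 ± 0.104), JUN (−1.62 ± 0.135) and JUND (−1.27 ± 0.118) were lower, each in 9 of 9 libraries. BHLHE40 was called lower at −1.37 ± 0.447, but only in 5 of 9 libraries, and the call was lost without replicate 1, 3, 5 or 9 (edgeR adjusted p 0.0885, 0.113, 0.0958 and 0.102). It was −1.39 in T128 alone. It was also lost with DESeq2 (−1.24, adjusted p 0.0774) and without the deepest 2% of barcodes (−1.10, edgeR adjusted p 0.118). SPI1 was lower at −0.96 ± 0.223, short of the minimum fold change. TAL1 (0.58 ± 0.236, edgeR adjusted p 0.0900) and NFE2 (0.52 ± 0.404, edgeR adjusted p 0.444) were not called.

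The rises named by rule in this comparison were HBD, HBB and H2AC14, at log2 fold changes of 3.66 ± 0.232, 3.48 ± 0.0934 and 3.17 ± 0.214. HBD was at 4.59 ± 6.50 CPM in the HSC/MPP-like class, no higher than the 5.60 CPM of CD4 T-like barcodes. The folds of HBD and HBB are therefore taken against background. HBD lies at chromosome 11, 5232678 to 5243657, and H2AC14, a histone gene, at chromosome 6, 27814302 to 27814777, both on the minus strand. Histone genes are near-identical copies of each other, so that the share of H2AC14 in its family is uncertain. The falls named by rule were AREG (−4.02 ± 0.180; chromosome 4, 74445136 to 74455005, plus strand), AC010880.1 (−3.75 ± 0.223), a name without a position in the annotation used, and DANT2 (−3.23 ± 0.157; chromosome X, 115694880 to 115969148, minus strand), a long non-coding RNA. All 6 moved the same way in the 9 libraries. AC010880.1 was also among the leading genes of the HSC/MPP-like cluster, and DANT2 among those of the CMP-like cluster, although neither took part in the clustering.

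Late erythroid-like barcodes were set against early ones to follow the later part of erythroid differentiation. There the study places the binding of KLF1, NFE2, NR2F1 and AP-1 factors after that of GATA and TAL factors. Of 8736 genes tested, 904 were called, 265 higher and 639 lower, and 578 of these moved the same way in all 9 libraries. Of the calls, 20 belonged to structural RNA. Within T128 there were 765 calls, 690 of them among the 904. More genes were lower than higher under each of these settings, by differing margins, with 324 higher and 536 lower for RLE factors, 295 and 471 for DESeq2, 263 and 356 without the block, and 305 and 347 with the T128 libraries summed to 1 sample. The count moved most without a filter on low counts, to 1525 of 21719 genes. With cluster 8 joined to the late erythroid-like class it was 549, of which 250 were among the 904. Of the 15 fixed genes, 4 were called, and 4 also when adjusted over the list alone. HBB rose to 4219 ± 3569 CPM (log2 fold change 2.57 ± 0.111, edgeR adjusted p 6.69e-24). NFE2 (chromosome 12, 54292111 to 54301015, minus strand) rose from 8.63 ± 7.48 to 46.0 ± 19.8 CPM, by a log2 fold change of 2.78 ± 0.231 (edgeR adjusted p 1.52e-13). TAL1 (chromosome 1, 47216290 to 47232225, minus strand) rose from 17.3 ± 15.4 to 60.7 ± 56.0 CPM, by 2.03 ± 0.207 (edgeR adjusted p 7.74e-11). KLF1 (chromosome 19, 12884422 to 12887201, minus strand) was at the limit of the call, with 1.00 ± 0.310 (edgeR adjusted p 0.0190) and a rise in 6 of 9 libraries. It was no longer called under 12 of the alternatives, among them DESeq2 at 0.97 (adjusted p 0.0622) and leaving out replicate 2, 3, 4 or 9, with adjusted p between 0.0311 and 0.163 over the 12. KLF1 had a T128 mean of 14.7 CPM in the late erythroid-like class, within the range of 3 counts there, 5.55 to 19.2 CPM. A difference in GATA1 was not detectable at this depth (−0.23 ± 0.285, edgeR adjusted p 0.696, lower in 6 of 9 libraries). In T128 alone it was −0.58 ± 0.310 (edgeR adjusted p 0.245), and its T128 mean of 12.5 CPM in the late erythroid-like class lies within the range that 3 counts give there, 5.55 to 19.2 CPM. Among the other factors that the study places late, NR2F1 (0.56 ± 0.606, edgeR adjusted p 0.643) was not called. The AP-1 genes JUN (0.46 ± 0.217, edgeR adjusted p 0.168) and JUND (0.07 ± 0.243, edgeR adjusted p 0.908) were not called either. FOS (0.77 ± 0.206, edgeR adjusted p 0.00593) was short of the minimum fold change. The 15 fixed genes held no call on the lower side. The level of GATA2 in the late erythroid-like class, 0.617 CPM, was below what 3 counts give in any library, so its fall of 1.76 ± 0.814 on the log2 scale (edgeR adjusted p 0.151) was not resolved at this depth.

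The genes named by rule for the rise were RSAD2 (5.04 ± 0.336; chromosome 2, 6865557 to 6898239, plus strand), TMCC2 (4.74 ± 0.239; chromosome 1, 205227946 to 205285632, plus strand) and TRIM58 (3.95 ± 0.195; chromosome 1, 247857187 to 247880138, plus strand). TMCC2 and TRIM58 led the cluster that the class was made from, without having been used to make it. RSAD2 reached 51.1 ± 66.0 CPM in the late erythroid-like class, a spread larger than its mean. The falls named were H4C12 (−2.91 ± 0.280; chromosome 6, 27831174 to 27831560, minus strand), HNRNPAB (−2.78 ± 0.236; chromosome 5, 178204533 to 178211163, plus strand) and FBL (−2.67 ± 0.267; chromosome 19, 39834458 to 39846379, minus strand). In the late erythroid-like class H4C12, HNRNPAB and FBL were at 6.13, 9.61 and 7.65 CPM. These levels lie within the range that 3 counts give there, 5.55 to 19.2 CPM, so the size of these falls was not resolved. H4C12 is a histone gene with near-identical copies, and with cluster 8 joined to the class its change was 0.71, in the opposite direction. That of HNRNPAB was then −0.30 and no longer called. The joined class consists mostly of cluster 8, with 13624 barcodes against 2917.

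Cluster 8 was compared with the early erythroid-like class in the same way. Of 10504 genes tested, 552 were called, 290 higher and 262 lower, with 369 in the same direction in all 9 libraries and 4 calls in structural RNA. Without the T124 library the count was 480, of which 398 were among the 552. Without a minimum fold change the count was 2577. Which direction held more calls depended on the setting here too, with more genes lower than higher without a filter on low counts, 1164 higher and 1413 lower without a minimum fold change, 282 and 306 at a posterior of 0.99, 214 and 234 under stricter naming, and 215 and 103 without the block. Of the 15 fixed genes, 5 were called, and 5 also when adjusted over the list alone. These were HBB (2.49 ± 0.0582), NFE2 (2.27 ± 0.142), TAL1 (1.79 ± 0.120) and KLF1 (1.09 ± 0.116), higher in 9 of 9 libraries, and GATA2 (−1.89 ± 0.333), lower in 9 of 9. GATA2 was at 0.762 CPM in cluster 8, no higher than the 0.805 CPM of CD4 T-like barcodes and within the range that 3 counts give there, 0.451 to 1.76 CPM, so the size of this fall was not resolved. The KLF1 call was lost without the shallowest 25% of barcodes (0.99) and under stricter naming of clusters (0.87). GATA1 was higher by 0.77 ± 0.115 in 8 of 9 libraries (edgeR adjusted p 2.03e-05), short of the minimum fold change. NR2F1 (0.43), JUN (−0.43), FOS (−0.31) and JUND (0.03) were not called. By rule, the rises were HBM (3.62 ± 0.121; chromosome 16, 153892 to 166764, plus strand), HEMGN (3.25 ± 0.102; chromosome 9, 97926791 to 97944856, minus strand) and DMTN (3.07 ± 0.0661; chromosome 8, 22048995 to 22082527, plus strand), the first pair of which also led the cluster. The falls were NPM1P27 (−2.12 ± 0.0960), NPM1 (−1.86 ± 0.0690; chromosome 5, 171387116 to 171411810, plus strand) and FAM178B (−1.75 ± 0.0962; chromosome 2, 96875882 to 96986580, minus strand). NPM1P27 (chromosome 5, 93682838 to 93683667, minus strand) is a processed pseudogene alike in sequence to NPM1, and the split of reads between them is uncertain. The same holds for HBA1 and HBA2, which are near-identical and rose by 2.78 ± 0.0656 and 2.80 ± 0.0643 in cluster 8.

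**Figure D3:**
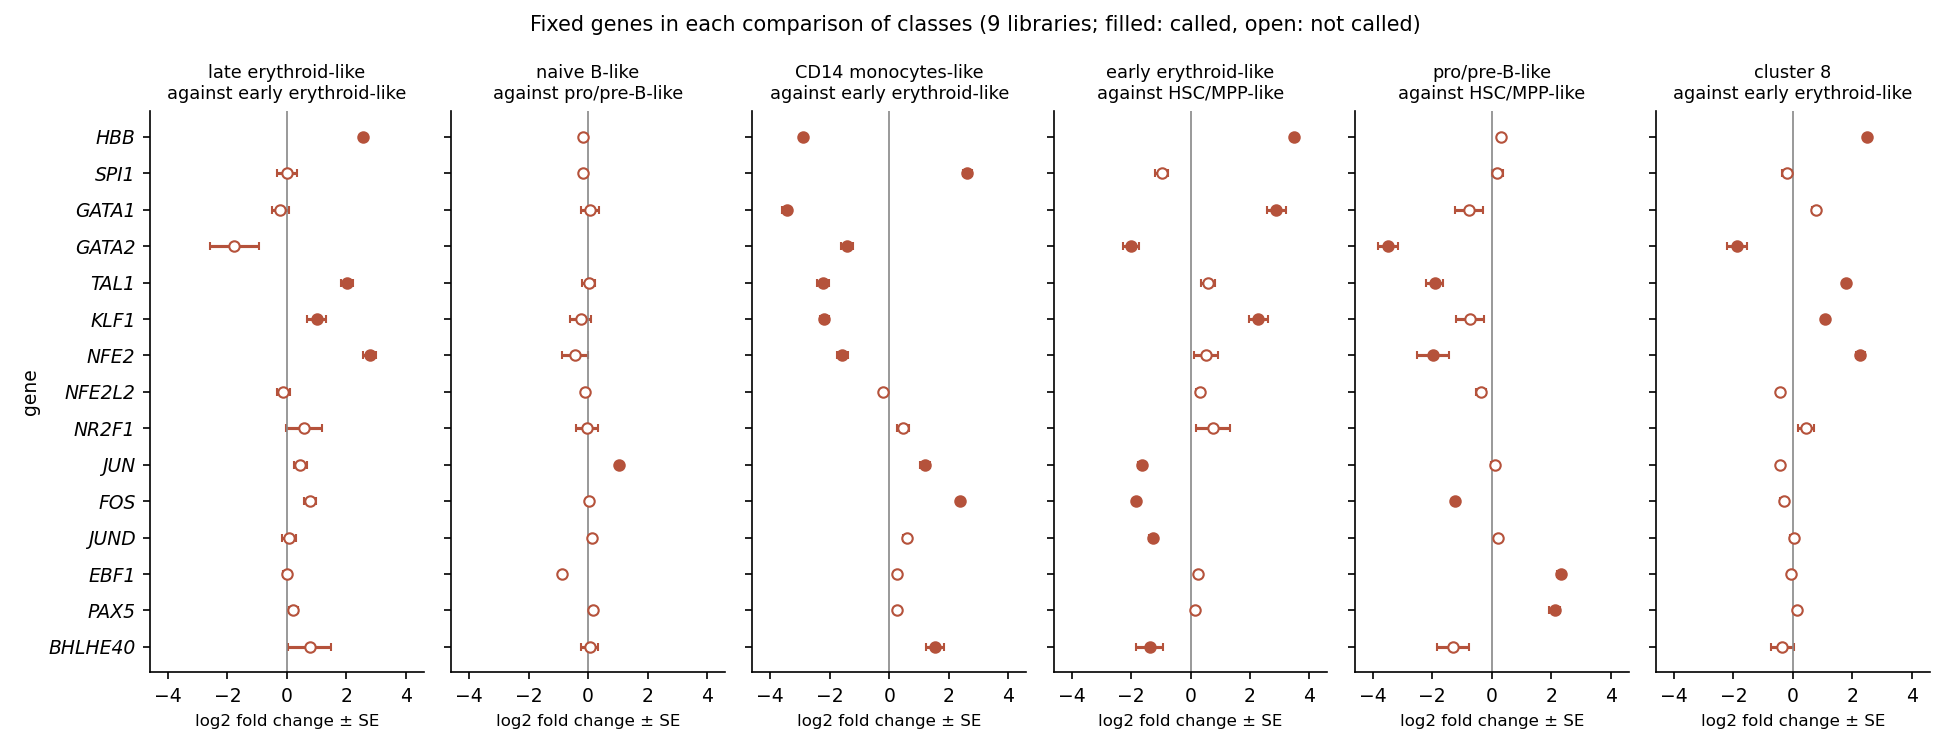
Log2 fold change of the 15 genes fixed in advance, by comparison, with error bars of 1 SE from edgeR over 9 libraries; filled points mark genes called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. HBB is at 3.48, 2.57 and 2.49 in the erythroid comparisons and at −2.91 in CD14 monocyte-like against early erythroid-like barcodes.

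The study set the binding of SPI1 and AP-1 factors at the SPI1 promoter in myeloid cells against that of GATA1 in erythroid cells. The RNA of these factors was compared between CD14 monocyte-like and early erythroid-like barcodes. Of 11212 genes tested, 1578 were called, 458 higher and 1120 lower in the monocyte-like class, with 1272 in the same direction in all 9 libraries and 28 calls in structural RNA. Restricted to T128 the count was 1402, of which 1287 were among the 1578. Without a minimum fold change the count was 5314, with a nearly even split of 2569 higher and 2745 lower, and with the T128 libraries summed to 1 sample there were 929 higher and 1383 lower. Of the 15 fixed genes, 10 were called, and 10 also when adjusted over the list alone. SPI1 (chromosome 11, 47354860 to 47378547, minus strand) was at 44.6 ± 19.0 CPM against 9.52 ± 1.68 CPM (log2 fold change 2.63 ± 0.165, edgeR adjusted p 2.53e-10), with 6.44 ± 1.71 CPM in CD4 T-like barcodes. GATA1 was at 1.78 ± 1.70 CPM, no higher than in CD4 T-like barcodes, against 25.5 ± 18.9 CPM (−3.45 ± 0.140, edgeR adjusted p 5.94e-13). The AP-1 genes FOS (2.36 ± 0.0876) and JUN (1.21 ± 0.162) were higher in 9 of 9 libraries. Without replicate 1, JUN was at 0.94 and below the minimum fold change. JUND was higher by 0.58 ± 0.107 and not called. BHLHE40 was called higher at 1.54 ± 0.293, from 1.81 to 4.21 CPM and in 8 of 9 libraries. HBB (−2.91 ± 0.0829), TAL1 (−2.22 ± 0.196), KLF1 (−2.18 ± 0.145), NFE2 (−1.58 ± 0.184) and GATA2 (−1.44 ± 0.202) were lower in 9 of 9. In monocyte-like barcodes HBB (86.8 CPM), TAL1 (2.56 CPM), KLF1 (2.04 CPM) and GATA2 (0.888 CPM) were close to the levels in CD4 T-like barcodes (72.9, 2.60, 1.79 and 0.805 CPM), so these folds, like that of GATA1, are taken against background. The rises named by rule were FCN1 (3.78 ± 0.146; chromosome 9, 134903232 to 134917912, minus strand), TNFAIP2 (3.42 ± 0.154; chromosome 14, 103121476 to 103137439, plus strand) and PLAUR (3.14 ± 0.113; chromosome 19, 43646095 to 43670547, minus strand), and FCN1 also led the monocyte-like cluster. The falls were TFR2 (−3.30 ± 0.0864; chromosome 7, 100620416 to 100642779, minus strand) and the histone genes H1-3 (−3.09 ± 0.0783; chromosome 6, 26234212 to 26234987, minus strand) and H2AC14 (−3.04 ± 0.121).

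For the B lineage, pro/pre-B-like barcodes were first set against the HSC/MPP-like class, a comparison added in place of the planned steps through CLP. Of 8849 genes tested, 628 were called, 308 higher and 320 lower, with 374 in the same direction in all 9 libraries and 5 calls in structural RNA. In T128 alone 476 genes were called, of which 441 were among the 628. Without a minimum fold change the count was 1342, and under stricter naming of clusters, which leaves 1 of the 2 pro/pre-B-like clusters, it was 333. The balance of directions depended on the setting, with 486 higher and 320 lower without a filter on low counts and 461 and 398 with the T128 libraries summed to 1 sample. Of 14 fixed genes tested, 6 were called, and 7 when adjusted over the list alone. EBF1 (chromosome 5, 158695920 to 159099916, minus strand) rose from 113 ± 18.7 to 593 ± 540 CPM, by a log2 fold change of 2.33 ± 0.141 (edgeR adjusted p 2.90e-12), and PAX5 (chromosome 9, 36833269 to 37034268, minus strand) from 60.1 ± 13.4 to 264 ± 242 CPM, by 2.11 ± 0.181 (edgeR adjusted p 1.49e-09). CD4 T-like barcodes had 95.9 ± 20.2 CPM of EBF1 and 51.6 ± 11.2 CPM of PAX5, so most of the HSC/MPP-like level lies within the background. The T124 library set the wide spread, with 2029 CPM of EBF1 in pro/pre-B-like barcodes against 414 ± 47.4 CPM (SD, n = 8) in T128, and the T128 libraries alone gave log2 fold changes of 2.07 ± 0.0652 and 1.77 ± 0.0850. GATA2 (−3.48 ± 0.335), TAL1 (−1.91 ± 0.286) and FOS (−1.23 ± 0.0949) were lower in 9 of 9 libraries, and NFE2 (−1.98 ± 0.549) in 6 of 9. GATA2 (1.073 CPM), TAL1 (2.82 CPM) and NFE2 (1.38 CPM) were near their background in CD4 T-like barcodes (0.805, 2.60 and 1.20 CPM) in the pro/pre-B-like class. The NFE2 call was lost without replicate 9 (−1.45, edgeR adjusted p 0.0543) and under stricter naming of clusters (−2.01, edgeR adjusted p 0.0671). The rises named by rule were IRF4 (5.13 ± 0.197; chromosome 6, 391739 to 411443, plus strand), ARPP21 (4.93 ± 0.137; chromosome 3, 35638945 to 35794496, plus strand) and DTX1 (3.97 ± 0.152; chromosome 12, 113056730 to 113098028, plus strand). Under stricter naming, which leaves out the larger pro/pre-B-like cluster, IRF4 in naive B-like against pro/pre-B-like barcodes went from −3.33 to −0.9998. The rise of IRF4 may therefore rest largely on that cluster. ARPP21 and DTX1 were also among the leading genes of pro/pre-B-like clusters, and AC010880.1 and PRKG2 among those of the HSC/MPP-like cluster. The falls were AC010880.1 (−4.69 ± 0.228), PRKG2 (−3.62 ± 0.261; chromosome 4, 81087370 to 81215222, minus strand) and DANT2 (−3.08 ± 0.200).

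Naive B-like barcodes were then set against pro/pre-B-like ones. Of 10306 genes tested, 564 were called, 231 higher and 333 lower, with 395 in the same direction in all 9 libraries and 11 calls in structural RNA. The T128 libraries alone gave 449, of which 419 were among the 564. Without a minimum fold change the count was 1958. Under stricter naming more genes were higher than lower, 290 against 266, and 338 of these calls were among the 564. Of 14 fixed genes tested, 1 was called, and 1 when adjusted over the list alone. This gene was JUN (chromosome 1, 58776845 to 58784048, minus strand), at 178 ± 23.4 against 92.5 ± 25.2 CPM, a log2 fold change of 1.024 ± 0.0645 (edgeR adjusted p 8.16e-11) in 9 of 9 libraries. It lies at the limit of the call, and without replicate 2, 4 or 8 (lowest 0.99) it was below the minimum fold change. EBF1 was lower at −0.87 ± 0.0423 in 9 of 9 libraries (edgeR adjusted p 1.17e-12), and PAX5 differed by 0.16 ± 0.0463 (edgeR adjusted p 0.0166), both short of the minimum fold change. The rises named by rule were ADAM28 (3.93 ± 0.132; chromosome 8, 24294069 to 24359014, plus strand), FCRL3 (3.37 ± 0.166; chromosome 1, 157674321 to 157700769, minus strand) and CD83 (2.88 ± 0.160; chromosome 6, 14117256 to 14136918, plus strand). The falls were ARPP21 (−4.39 ± 0.0734), AOX2P (−4.15 ± 0.143; chromosome 2, 200738608 to 200791630, plus strand), a transcribed pseudogene whose reads may be shared with its relatives, and IRF4 (−3.33 ± 0.100). IRF4 was at −0.9998, below the minimum fold change, under stricter naming of clusters, which leaves out the larger of the 2 pro/pre-B-like clusters.

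**Figure D4:**
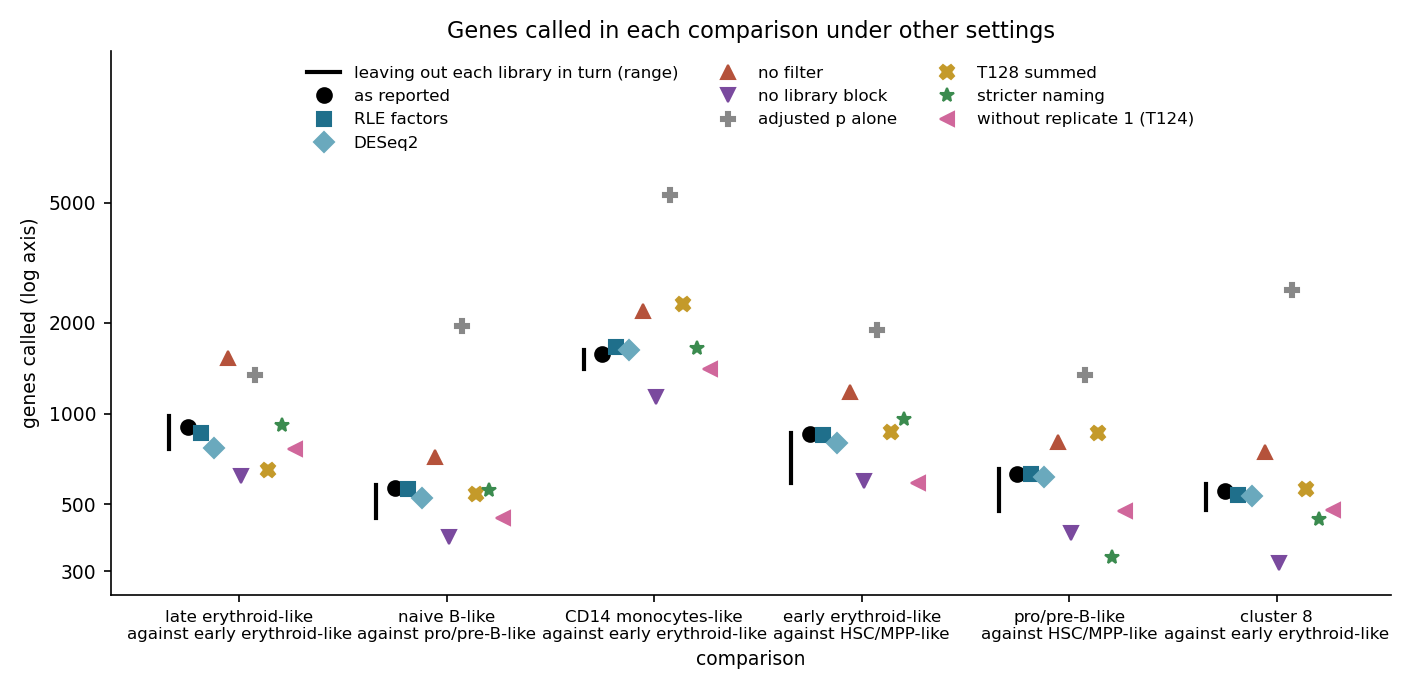
Number of genes called in each of the 6 comparisons (log axis), as reported and under 8 other settings; the vertical line is the range over leaving out each library in turn. For late against early erythroid-like barcodes the count is 904 as reported, and the line runs from 765 to 985.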

Values the study reported

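The study reports joint measurements of accessible chromatin and RNA for 874,480 bone marrow mononuclear cells from 7 donors, merged into 1,000 pseudo-bulks.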

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

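All tests in this part were chosen before their results were seen, except the test of structural RNA as a source of the T124 haemoglobin level. For 38 measures over the 9 libraries, the gap of the highest or lowest library to its nearest neighbour was divided by the whole range. It exceeded 0.493, the 95% critical value for 9 samples, in 23 measures, where chance gives about 1 in 20, or 1.9. The library concerned was replicate 1, the T124 library, in all 23. T124 holds 1 library, so a batch and any other property of that library, its donors included, cannot be told apart, and no biological explanation was tested.

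The ratio was 0.769 for the median UMIs per barcode, where T124 was highest, and 0.720 for the percentage of structural RNA, where it was lowest. For the share of barcodes it was 0.827 in the pro/pre-B-like class (T124 highest) and 0.723 in the naive B-like class (T124 lowest). T124 barcodes entered a class by clustering and T128 barcodes by assignment at a posterior of 0.9, so the shares differ in construction, and these 2 ratios are not read as a difference in composition.

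For the haemoglobin share, T124 was highest in each class measured, with ratios of 0.868 in HSC/MPP-like, 0.959 in early erythroid-like, 0.842 in late erythroid-like, 0.927 in CD4 T-like and 0.941 in NK-like barcodes and 0.931 in cluster 8. The ratios for HBB CPM were 0.868, 0.939, 0.832 and 0.915 in the HSC/MPP-like, early erythroid-like, late erythroid-like and CD4 T-like classes and 0.906 in cluster 8. The larger share of structural RNA in the T128 libraries was tested as the source. Of all UMIs, the T124 share in early erythroid-like barcodes was 5.09 times the T128 mean, and of UMIs outside structural RNA it was 3.01 times. In cluster 8 the ratio went from 3.23 to 1.90 and in the late erythroid-like class from 4.74 to 2.81. Structural RNA is therefore not the whole source, and the rest of the difference stays open. The early erythroid-like class also held its clusters in other proportions, with cluster 11 at 29.9% in T124 and 15.6% in T128 and cluster 16 at 22.3% and 33.3%, and the effect of this mix was not tested.

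T124 was also highest in GATA1 CPM, with ratios of 0.879 in early erythroid-like and 0.794 in CD14 monocyte-like barcodes, in SPI1 CPM (0.815 in CD14 monocyte-like barcodes), in EBF1 CPM (0.535 in HSC/MPP-like, 0.925 in pro/pre-B-like and 0.890 in naive B-like barcodes) and in PAX5 CPM (0.887 in pro/pre-B-like and 0.874 in naive B-like barcodes). No explanation was tested for these genes.

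Barcodes below the minimum held 31.8% of the UMIs and were not used in any comparison of classes. They numbered 1501549, with a median of 208 UMIs. Free RNA alone was tested as the source of these UMIs. Within strata of library and depth, the odds ratio of detecting HBB together with HBA1 or HBA2 was 3.17 (95% interval 3.05 to 3.29), where free RNA alone would give 1. For EBF1 with PAX5 it was 1.10 (1.044 to 1.17). The values argue against free RNA as the only source, and a mixture of shallow cells with free RNA stays open. Barcodes that passed the minimum without entering a class held another 34.4% of the UMIs. They numbered 370872, with a median of 1318 UMIs against 1602 for barcodes in a class. What they hold was not tested.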

How the results depend on the processing

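The alternatives added after the data had been seen were the T128 libraries summed to 1 sample, the lower mixing weight, the posterior of 0.99, leaving out the deepest 2% of barcodes, the stricter naming, cluster 8 joined to the late erythroid-like class, the share outside structural RNA, and the T128 libraries alone for the marker check; the exchanges of class labels were chosen after the result for 4 of the 6 comparisons and before it for pro/pre-B-like against HSC/MPP-like and cluster 8 against early erythroid-like. In each of the 6 comparisons, 1 of 30 labellings drawn of 256 gave as many calls, namely the real one, so a chance assignment of the class labels can be excluded, at the smallest share that 30 labellings can give. The classes were made from other genes of the same barcodes, so a difference was built in, and the exchange says nothing about whether the classes are cell types. The highest number of calls under another labelling was 4. Of 133 counts of called genes under an alternative, 123 stayed within 1.5 times the count reported.

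The other 10 counts follow. Without a filter on low counts, 1525 genes were called in late against early erythroid-like barcodes, 865 of them among those reported, with 21719 genes tested in place of 8736. With cluster 8 joined to the class, the count was 549, and 250 were among those reported. Without a minimum fold change, which by construction only adds genes, the counts were 1958 for naive B-like against pro/pre-B-like, 5314 for CD14 monocyte-like against early erythroid-like, 1896 for early erythroid-like against HSC/MPP-like, 1342 for pro/pre-B-like against HSC/MPP-like and 2577 for cluster 8 against early erythroid-like. Without the library as a block, the counts were 402 for pro/pre-B-like against HSC/MPP-like and 318 for cluster 8 against early erythroid-like, in fits that tested fewer genes (6178 and 8411). Under the stricter naming the count for pro/pre-B-like against HSC/MPP-like was 333, with 5834 genes tested.

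Leaving out each library in turn gave 765 to 985 calls for late against early erythroid-like, 449 to 580 for naive B-like against pro/pre-B-like, 1402 to 1627 for CD14 monocyte-like against early erythroid-like, 586 to 860 for early erythroid-like against HSC/MPP-like, 476 to 654 for pro/pre-B-like against HSC/MPP-like and 480 to 583 for cluster 8 against early erythroid-like. The lowest count in each was without replicate 1. Between naive B-like and pro/pre-B-like barcodes, 1 fixed gene, JUN, was called. Without replicate 2, 4 or 8 the number was 0, so that the range over libraries was 0 to 1. With the T128 libraries summed it was 0, at a posterior of 0.99 it was 2, under the stricter naming 2 and without a minimum fold change 4. For cluster 8 against early erythroid-like barcodes, 8 fixed genes were called without a minimum fold change. Except where the minimum fold change was dropped, the cause was not tested.

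Single-gene results were followed only for fixed, haemoglobin and named genes called in the main fit. The named genes had been chosen for large changes, and a call gained under an alternative was not counted. Dropping the minimum fold change could not lose a call. The numbers that follow therefore favour stability. Of 83 single-gene results with 1809 values under alternatives, 1779 kept their direction and call, 29 kept their direction but were no longer called, and 1 reversed. The last was H4C12 in late against early erythroid-like barcodes, at 0.71 with cluster 8 joined to the class. The joined class held 13624 barcodes of cluster 8 and 2917 of the late erythroid-like class, so this value describes mostly cluster 8. Why H4C12 differs between them was not tested. The results no longer called under some alternative were KLF1 (12 alternatives) and HNRNPAB in late against early erythroid-like, JUN and IRF4 in naive B-like against pro/pre-B-like, JUN in CD14 monocyte-like against early erythroid-like, BHLHE40 in early erythroid-like against HSC/MPP-like, NFE2 in pro/pre-B-like against HSC/MPP-like and KLF1 in cluster 8 against early erythroid-like. RLE factors shifted late against early erythroid-like fold changes by a median of 0.11 (log2) over 25 genes.

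The haemoglobin differences kept their direction and their side of the threshold in late against early erythroid-like (0.437 to 0.659 points over leaving out each library), early erythroid-like against HSC/MPP-like (0.0799 to 0.121) and cluster 8 against early erythroid-like (0.410 to 0.507). For the late erythroid-like class against cluster 8 the range was 0.0272 to 0.155 points. The highest value, without replicate 7, had an exact p of 0.0156, and the cause was not tested.

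The lower mixing weight moved the share of barcodes to 9.74% in CD14 monocyte-like, 2.49% in HSC/MPP-like, 10.1% in early erythroid-like, 1.70% in late erythroid-like and 16.1% in naive B-like barcodes and to 6.78% in cluster 8. Among barcodes at or above the median UMI count the shares were 1.999% in HSC/MPP-like, 12.8% in early erythroid-like, 0.362% in late erythroid-like and 9.22% in naive B-like barcodes. The median correlation of T124 with T128 libraries was 0.882 on log2(CPM + 10) and 0.612 over genes with a mean CPM of at least 10, and that of T128 pairs over those genes was 0.987. For these values the cause was not tested. A minimum of 50 barcodes per sum changed no count of calls, since each class had more in each library. Alternatives with the donor as the unit were not run, because barcodes mapped to libraries only. Depth limits the late erythroid-like class most among the classes compared, where 3 counts correspond to 5.55 to 19.2 CPM.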

Other observations

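The tests in this part were chosen before their results were seen. The matrix held 2156469 barcodes, of which 654920 were used here. The study's number of cells lies between these counts. It was taken over both parts of the assay, after a filter that was not applied here, so the populations differ.

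The T128 libraries differed little from each other, with a median correlation of 0.997 over genes. That they are parts of 1 barcoded pool was tested on the first of the barcode rounds. Over 192 first-round codes, the chi-square per degree of freedom had a median of 2.68 over the 28 T128 pairs (0.961 to 9.19) and of 30.8 between T124 and T128. The first value lies above sampling noise and well below the second, and the test does not decide. Barcode combinations were shared between T128 libraries 1.47 to 1.97 times as often as chance gives, and between T124 and T128 1.079 to 1.17 times. No prediction was made for this measure, and it is given as a value. Parts of 1 pool may explain the closeness, and so may 1 batch of like libraries. If they are parts of 1 pool, the spread over T128 libraries is technical, and the tests over libraries count technical parts as replicates.

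Haemoglobin UMIs were found in CD4 T-like, NK-like and naive B-like barcodes. Free RNA from other cells was tested as the source. The share in these classes was 0.217 to 0.328 times that of the whole library over 27 values, so that the highest was 1.52 times the lowest. Summed over libraries, the proportions of HBB, HBA1 and HBA2 differed from those in the late erythroid-like class by at most 8.55 percentage points. In 1 of the 27 values the gap was 10.8 points. The HBB proportion was below that of the late erythroid-like class in every library for CD4 T-like and NK-like barcodes. For naive B-like barcodes it was below except in replicate 8 (60.6% against 57.6%). By the multiple of the library share, free RNA is a candidate explanation. The lower HBB proportion is not explained, and erythroid barcodes assigned to the wrong class stay open.

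Of the 20 genes outside structural RNA with most UMIs in the T128 libraries, which held 6.04% of their UMIs, 7 held a stretch of at least 50 bp with at least 90% identity to ribosomal or mitochondrial RNA. Sets of genes of like length held 0.0398 such genes on average, and the highest of 10000 sets held 2. HFM1 held 366 bp at 99.7% identity to ribosomal RNA. Ribosomal or mitochondrial RNA counted inside genes may explain part of this list. The other 13 genes held no such stretch, and where the reads of the 7 lie within the genes is not seen in counts, so the explanation stays open.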
